# AI-Enhanced Fluorescein Angiography Detection of Diabetes-Induced Silent Retinal Capillary Dropout and RNA-Seq Identification of Pre-Symptomatic Biomarkers

**DOI:** 10.3390/biomedicines13081926

**Published:** 2025-08-07

**Authors:** Yiyan Peng, Huishi Toh, Dennis Clegg, Peng Jiang

**Keywords:** image-AI, Bayesian framework, retinal capillary dropout prediction, RNA-seq, biomarkers

## Abstract

**Objective**: Retinal capillary dropout, characterized by acellular capillaries or “ghost vessels,” is an early pathological sign of diabetic retinopathy (DR) that remains undetectable through standard clinical imaging techniques until visible morphological changes, such as microaneurysms or hemorrhages, occur. This study aims to develop a non-destructive artificial intelligence (AI)-based method using fluorescein angiography (FA) images to detect early-stage, silent retinal capillary dropout. **Methods:** We utilized 94 FA images and corresponding destructive retinal capillary density measurements obtained through retinal trypsin digestion from 51 Nile rats. Early capillary dropout was defined as having an acellular capillary density of ≥18 counts per mm^2^. A DenseNet based deep learning model was trained to classify images into early capillary dropout or normal. A Bayesian framework incorporating diabetes duration was used to enhance model predictions. RNA sequencing was conducted on retinal vasculature to identify molecular markers associated with capillary early dropout. **Results**: The AI-based FA imaging model demonstrated an accuracy of 80.85%, sensitivity of 84.21%, specificity of 75.68%, and an AUC of 0.86. Integration of diabetes duration into a Bayesian predictive framework further improved the model’s performance (AUC = 0.90). Transcriptomic analysis identified 43 genes significantly upregulated in retinal tissues preceding capillary dropout. Notably, inflammatory markers such as Bcl2a1, Birc5, and Il20rb were among these genes, indicating that inflammation might play a critical role in early DR pathogenesis. **Conclusions**: This study demonstrates that AI-enhanced FA imaging can predict silent retinal capillary dropout before conventional clinical signs of DR emerge. Combining AI predictions with diabetes duration data significantly improves diagnostic performance. The identified gene markers further highlight inflammation as a potential driver in early DR, offering novel insights and potential therapeutic targets for preventing DR progression.

## 1. Introduction

Diabetic retinopathy (DR) is a leading cause of vision impairment and blindness worldwide, primarily driven by microvascular complications resulting from prolonged diabetes (type 1 or type 2)-induced hyperglycemia [1,2]. Emerging evidence indicates that glycemic variability also plays a critical role in DR progression [3].

Diabetic retinopathy [4,5,6,7] progresses through two main stages: non-proliferative DR and proliferative DR. Non-proliferative DR represents the early stage of the disease and is characterized by microvascular changes such as the formation of microaneurysms and the narrowing or closure of small blood vessels. At this stage, vision is typically unaffected. However, without timely intervention, non-proliferative DR often progresses to proliferative DR, a more severe stage marked by the growth of abnormal blood vessels in the retina and the formation of fibrous tissue, leading to vision loss. Early diagnosis of DR is therefore critical to prevent disease progression and preserve vision.

Retinal acellular capillaries, or “ghost vessels”, is one of the earliest pathological changes in DR. These non-functional capillaries result in dropout of the basement membrane tubes, disrupting retinal microcirculation [8]. Although these capillary dropouts play a crucial role in the early progression of DR, they remain undetectable by conventional imaging techniques like fluorescein angiography (FA) until more morphological abnormalities, such as microaneurysms, hemorrhages [9], and vascular leakage [10], become apparent. Currently, accurately measuring acellular capillary (“ghost vessels”) density requires destructive techniques such as trypsin digestion to remove non-vascular tissues, making it unsuitable for human patients. The absence of reliable, non-destructive methods to identify diabetes-induced silent retinal capillary dropout presents a significant barrier to early DR detection.

In this study, we aimed to develop a non-destructive approach for the early detection of diabetic retinopathy (DR), prior to the onset of clinically visible morphological abnormalities. To achieve this, we employed the Nile rat (*Arvicanthis niloticus*) as a preclinical model to investigate early microvascular changes associated with DR. The Nile rat is a diurnal rodent native to Northern Africa and represents a highly relevant model for type 2 diabetes and its complications. Unlike conventional laboratory rodents, Nile rats are particularly susceptible to diet-induced diabetes when fed standard laboratory chow, which is hypercaloric relative to their native diet [11]. This metabolic sensitivity mirrors the natural progression of type 2 diabetes in humans. Importantly, diabetic Nile rats develop advanced retinal lesions similar to those observed in human DR, including macular edema, capillary non-perfusion, and proliferative disease [12], making them an ideal preclinical DR model. Using this model, we generated paired datasets consisting of non-destructive fluorescein angiography (FA) images and destructive capillary density measurements obtained via trypsin digestion. We then trained an artificial intelligence (AI) model on the FA images to predict early capillary dropout, defined as an acellular capillary density ≥ 18 counts per mm^2^. Building upon this, we further investigated whether incorporating diabetes duration as prior knowledge within a Bayesian framework could improve model performance. Finally, we conducted retinal transcriptomic profiling to identify gene expression signatures associated with early capillary dropout. Collectively, these efforts aim to address a critical gap in early DR detection by enabling the non-destructive identification of early diabetic retinopathy before clinically visible morphological abnormalities.

## 2. Methods

### 2.1. Animal Protocol and Ethical Statement

All animal experiments were approved by the University of California Santa Barbara (approval code: Protocol #1-24-893.3, approval date: 1 January 2024), Institutional Animal Care and Use Committee, and conducted in accordance with the NIH Guide for the Care and Use of Laboratory Animals; study protocol 893. UCSB founder Nile rats were derived from the Brandeis University colony of the KC Hayes Laboratory. Nile rats in UCSB were housed at 21–26 °C in a conventional facility with individually ventilated cages and were provided autoclaved Sanichips as bedding material. Nile rats were either fed a high-fiber diet (Lab Diet 5L3M; Newco Speciality, Rancho Cucamonga, CA, USA) or a high-caloric diet (Formulab Diet 5008; Newco Speciality, Rancho Cucamonga, CA, USA) [13]. The percentage of crude fiber was 23% for the high-fiber diet and only 4% for the high-caloric diet. The ratio for the percentage of calories provided by carbohydrate, fat, and protein were 67:10:23 for the high-fiber diet and 56:17:27 for the high-caloric diet. Random blood glucose (RBG) levels were measured every four weeks starting at weaning age (4 weeks old). To reduce adverse events from diabetic complications, Nile rats with RBG > 500 mg/dL were euthanized.

### 2.2. Retinal Trypsin Digest and Acellular Capillary Count Reading

From each animal, we did a trypsin digest on retina to count acellular capillary density. The retinal vasculature was loosened from other retinal cells using osmotic lysis, where the retina was placed in RNase-free water for 1 h at 4 °C on a shaker. Next, water was aspirated, and the remaining retinal tissue was incubated in a 10% DNase solution at 37 °C for 15 min. Then, the retina was transferred to a petri-dish with RNase-free water. Working under a dissecting microscope, we used a P200 pipet to squirt water on the retina until the inner limiting membrane was detached and neuronal cells were washed away from the retinal vasculature. For the trypsin digest, we used our previously published method [12]. Micrographs for quantification were taken with a Canon Rebel XSi digital camera (Canon, Tokyo, Japan) attached to an Olympus CKX41 microscope via an LM scope C-mount. For acellular capillary counts, 12 micrographs were taken from 3 randomly selected areas in each of the 4 retinal quadrants and analyzed at a final magnification of 200×. The total area used for quantification corresponded to approximately 8.5% of the whole retinal area. The counts were quantified using FIJI computer software by two masked graders.

### 2.3. Defining Silent (Early and Pre- Pre-Symptomatic) Retinal Capillary Dropout

Acellular capillary density below 10 counts per mm^2^ has been considered very unlikely to be associated with retinopathy [14] and is considered normal. In a prior study [12], the acellular capillary counts per mm^2^ in Nile rats without diabetes reached as high as 16.2, suggesting that densities ranging from 10 to 16 counts per mm^2^ are still less likely to be linked with retinopathy. In this study, based on 124 Nile rats, we observed a significant shift in both random blood glucose levels and diabetes duration when comparing the group with 10 to 16 counts per mm^2^ to the group with 20 to 22 counts per mm^2^ (Supplementary Figure S1). Specifically, the median random blood glucose increased from 123 mg/dL in the lower density group to 209.4 mg/dL in the higher density group (Wilcoxon test, *p*-value = 0.0221), while the median duration of diabetes increased from 0 weeks to 28 weeks (Wilcoxon test, *p*-value = 0.00801). This indicates a sharp increase in retinopathy risk when the acellular capillary density increases from 16 to 20 counts per mm^2^. Based on this pattern, we define the midpoint (18 counts per mm^2^) as the cutoff for retinal capillary early dropout, marking the point where the likelihood of developing early retinopathy begins to rise substantially.

### 2.4. Random Forest Model to Rank the Feature Importance Which Is Associated with Acellular Capillaries Density

We used a random forest regression model [15] to evaluate the relative importance of multiple predictors for acellular capillary density. Random forest is an ensemble learning algorithm that aggregates the predictions of multiple decision trees, effectively capturing complex, nonlinear relationships among variables. To assess feature importance, we used the mean decrease in accuracy (MDA) method, which quantifies the impact of each feature on model performance. For a given feature X_e_, its importance is measured by the change in prediction accuracy when its values are randomly permuted in the out-of-bag (OOB) samples—data not used in training the corresponding tree. Specifically, the model’s baseline accuracy on the OOB samples, Acc_baseline_t_, is compared to the accuracy after permutation of X_e_, Acc_permuted_t_, for each tree t. The mean decrease in accuracy is then computed as follows:

**MDA(X_e_) = (1/T) × Σ_t=1_^T^ (Acc_baseline_t_ − Acc_permuted_t_)**

where T is the total number of trees in the forest. A higher MDA score indicates a greater contribution of the feature to the model’s predictive accuracy, signifying its importance in explaining variation in acellular capillary density.

### 2.5. Fluorescein Angiography (FA) Image-Based AI Model for Retinal Capillary Dropout Detection

We developed an AI model to detect retinal capillary dropout using fluorescein angiography (FA) images. The dataset consisted of 94 images (*n* = 94) from 51 Nile rats, with 57 classified as capillary early dropout (acellular capillary density ≥ 18 counts per mm^2^) and 37 as control (acellular capillary density < 18 counts per mm^2^). FA images underwent preprocessing, including resizing to 224 pixels and center cropping, to ensure consistent input dimensions. All images were normalized using mean values of [0.485, 0.456, 0.406] and standard deviations of [0.229, 0.224, 0.225]. These normalization values are computed from the ImageNet dataset [16] which is a large-scale visual database containing over 14 million annotated images across thousands of object categories and has served as a benchmark for training deep convolutional neural networks. These normalization values are commonly used in the preprocessing pipelines of pretrained models, including DenseNet [17]. The dataset was split into training and validation sets using five-fold cross-validation (K = 5). Each fold used 80% of the data for training and 20% for validation, ensuring that all samples were included in both training and validation across different iterations. Data augmentation was only applied to the training set, incorporating random rotation (10°) and horizontal flipping to enhance model generalization. The validation set was processed without augmentation.

The model was based on DenseNet-169, which consists of four dense blocks and a classifier. Transfer learning was applied by freezing all layers except for the last dense block (DenseBlock4) and the classifier. Fine-tuning was performed to optimize feature extraction for classification. The existing classifier was modified to include a dropout layer (rate = 0.5) for regularization and a fully connected layer with two output neurons for binary classification. The model was trained using the Adam optimizer with cross-entropy loss to measure the discrepancy between predicted and true labels. Hyperparameter optimization was conducted by testing different combinations of epoch numbers, initial learning rates, regularization strengths, batch sizes, and step sizes. The model that achieved the best performance, with an overall accuracy of 80.85%, used the following hyperparameters: epoch number = 30, batch size = 10, initial learning rate = 0.01, and weight decay (regularization strength) = 10^−4^. A step learning rate scheduler reduced the learning rate by a factor of 0.1 every five epochs. During the validation phase, probabilities for each class were computed using the Softmax function (which, for binary classification with two output neurons, is conceptually equivalent to logistic regression) and stored along with the predictions for further analysis. Accuracy for each fold was calculated as the percentage of correct predictions, and the overall accuracy was obtained by averaging the validation accuracies across the five folds to assess the model’s overall performance. The model was implemented using Python (version 3.12.3) and PyTorch (version 2.5.0).

### 2.6. A Bayesian Framework to Integrate the Duration of Diabetes with Real-Time FA-Image AI Model to Predict Capillary Dropout

We developed a Bayesian framework that integrates duration of diabetes with a real-time fluorescein angiography (FA) image-based AI model to improve capillary dropout prediction. First, we used logistic regression to model the relationship between the duration of diabetes (D) and acellular capillary density, estimating the probability of capillary dropout (acellular capillary density greater than 18 counts per mm^2^) as follows:

The prior probability is given by

$$P(CD|D)=\frac{e^{\left(\beta_{0}+\beta_{1}D\right)}}{1+e^{\left(\beta_{0}+\beta_{1}D\right)}}$$

where

- P(CD|D) is the probability of capillary dropout (CD), defined as acellular capillary density greater than 18 counts per mm^2^) given the duration of diabetes D.
- β_0_ and β_1_ are regression coefficients.
- D represents the duration of diabetes.

The maximum likelihood estimation (MLE) is used to find the values of β_0_ and β_1_ of the logistic regression model to maximize the probability of observing the given data. We convert CD into binary outcomes (0 = no CD, 1 = CD). The likelihood function is

$$L(\beta_{0},\;\beta_{1})=\prod_{i=1}^{n}P{\left({CD}_{i}\right|D_{i})}^{y_{i}}\;\times \;(1-P{\left({CD}_{i}\right|D_{i}))}^{\left(1-y_{i}\right)}$$

The likelihood function is further log10 transformed as follows:

$$\log\;L(\beta_{0},\;\beta_{1})=\prod_{i=1}^{n}[y_{i}logP\left({CD}_{i}\right|D_{i})+\left(1-y_{i}\right)log(1-P\left({CD}_{i}\right|D_{i}))]$$

where

$$P(CD_{i}|D_{i})=\frac{e^{\left(\beta_{0}+\beta_{1}D_{i}\right)}}{1+e^{\left(\beta_{0}+\beta_{1}D_{i}\right)}}$$

Given a particular Nile rat, the P (CD|D) which is considered a prior probability will be estimated. We then used a Bayes’ theorem to combine the image-AI-predicted DR probability, denoted as P (CD|AI) with the prior probability P(CD|D)

Then, the AI-image-predicted DR probability, denoted as P(CD|AI), will be integrated with the prior probability P(CD|D) via a Bayes’ theorem to calculate the posterior probability of CD as follows:

$$P(CD|AI,D)=\frac{P(CD|AI)\;\times \;P(CD|D)}{P(CD|AI)\;\times \;P(CD\left|D\right)+(1-P(CD|AI))\;\times \;(1-P(CD|D))}$$

where P (CD|AI, D) represents the posterior probability of CD considering both the duration of diabetes and AI-based-imaging-predicted probability.

### 2.7. RNA-Seq Data Analysis

The raw RNA-seq FASTQ files from retina vascular biopsy samples were from our previous study [14] and are available under the GEO accession number GSE220672. We re-analyzed the raw RNA-seq data via mapping to the newly sequenced and annotated Nile rat genome [18]. Specifically, RNA-seq reads were mapped to the Nile rat annotated protein-coding genes using Bowtie [19], allowing up to 2-mismatches. The gene expected read counts and transcripts per million (TPM) were estimated by RSEM [20]. The gene expected counts were further normalized by median-of-ratio method via EBSeq [21] R package. The re-analyzed RNA-seq data via mapping to the Nile rat annotated protein-coding genes was also compared with gene expression values (TPMs and mapping counts) estimated using our previous CRSP (Comparative RNA-seq Pipeline) tool, which does not rely on a sequenced genome. Biomarker detection was conducted based on gene expression values derived from mapping to annotated protein-coding genes in the Nile rat. The EBSeq package [21] was used to assess the probability of gene expression being differentially expressed (biomarkers) between acellular capillary density range from <16 (normal) to 17–18 (capillary pre-dropout) counts per mm^2^. We required that differentially expressed genes should have false discovery rate (FDR) < 5% via and >2 fold-change of median-by-ratio normalized read counts.

## 3. Results

### 3.1. The Association of Duration of Diabetes with Silent Retinal Capillary Dropout

The duration of diabetes is a well-established risk factor for the development of diabetic retinopathy (DR) [22]. However, it remains largely unknown whether the duration of diabetes is directly associated with the onset of silent retinal capillary dropout—a pre-symptomatic feature potentially marking the earliest stage of DR. In this study, we used 124 Nile rats to assess multiple factors which could be potentially associated with silent retinal capillary dropout. We performed trypsin digestion on retinal tissue to quantify acellular capillary density as a measure of silent retinal capillary dropout events. We used a random forest regression model to assess feature importance and rank each factor based on its contribution. The model was trained using diabetes duration, mean random blood glucose (RBG), diabetes status (diabetic vs. non-diabetic), diet (high- vs. low-fiber), age, and sex as input variables, with acellular capillary density as the dependent variable. Feature importance was assessed using mean decrease in accuracy (MDA), which quantifies the increase in prediction error when a given variable is randomly permuted. A higher MDA indicates a stronger contribution of that feature to the model’s predictive power, with larger values reflecting greater importance in determining acellular capillary density. As shown in Figure 1A, diabetes duration, mean RBG, diabetes status, diet, and age are all associated with increased acellular capillary density, while sex has the least impact. Among these factors, diabetes duration emerged as the strongest predictor of acellular capillary density. The correlations between diabetes duration and acellular capillary density are shown in Figure 1B. No significant sex differences were observed when diabetes duration was less than 20 weeks. However, after 20 weeks, males exhibited a slightly greater increase in acellular capillary density compared to females, suggesting that sex may act as a modest conditional modifier dependent on diabetes duration. This suggests that diabetes duration is strongly associated with the early silent retinal capillary dropout which potentially drives the early DR progression.

### 3.2. Fluorescein Angiography Imaging Based Deep Learning Model for Detecting Retinal Capillary Dropout

Although fluorescein angiography (FA) is widely regarded as the clinical gold standard for diagnosing diabetic retinopathy (DR) by detecting hallmark features such as microaneurysms, retinal hemorrhages, and vascular leakage, its potential for identifying retinal capillary dropout, a much earlier sign than these hallmark features observable, remains largely unexplored. A major challenge is that, in human studies, individuals without early DR hallmark clinically defined symptoms, such as microaneurysms, hemorrhages, or leakage—are typically used as controls in training of AI-based imaging models [8,9,10]. This is partly because accurately measuring and quantifying retinal capillary dropout requires trypsin digestion of retinal tissue, a method that is not feasible for human subjects. In this study, we used the Nile rat to generate paired datasets consisting of non- destructive fluorescein angiography (FA) images and destructive capillary density measurements obtained through trypsin digestion. An AI model was then trained on the FA images to predict early capillary dropout, defined as an acellular capillary density of ≥18 counts per mm^2^. We defined a cutoff of 18 counts per mm^2^ which was based on prior findings that densities below 16 counts per mm^2^ are unlikely to be associated with retinopathy [12,14]. Among 124 Nile rats in this study, we observed a marked increase in both random blood glucose levels and diabetes duration in animals with acellular capillary densities of 20–22 counts per mm^2^ compared to those with densities of 10–16 counts per mm^2^. Specifically, the median random blood glucose rose from 123 mg/dL to 209.4 mg/dL (Wilcoxon test, *p* = 0.0221), and the median diabetes duration increased from 0 to 28 weeks (Wilcoxon test, *p* = 0.00801), indicating a substantial elevation in retinopathy risk once acellular capillary density exceeds 16 counts per mm^2^ (Supplementary Figure S1). Based on this trend, we used 18 counts per mm^2^ as the threshold for defining early capillary dropout, occurring prior to the appearance of typical symptoms such as microaneurysms, retinal hemorrhages, and vascular leakage. Using this cutoff, our AI model identified the FA image as early (“silent”) capillary dropout (acellular capillary density of ≥18 counts per mm^2^) and normal.

The image-AI classification model used Densely Connected Convolutional Networks (DenseNet-169) to predict capillary early dropout versus normal control from FA images. DenseNet-169 is a deep convolutional neural network known for its densely connected layers, where each layer receives feature maps from all preceding layers, enhancing feature propagation and reducing the number of parameters. In this study, we applied transfer learning by leveraging the pre-trained weights of DenseNet-169, which were originally trained on large-scale image datasets, fine-tuning the last convolutional block and the fully connected classification layer to adapt the model for our classification task, while keeping the earlier feature extraction layers unchanged (Figure 2). This approach allowed the model to retain general image feature representations while learning to classify acellular capillary density as exceeding or falling below 18 counts per mm^2^. As shown in Figure 3, the deep learning model can achieve an overall accuracy of 80.85%, with a sensitivity of 84.21%, specificity of 75.68%, and an area under the receiver operating characteristic (ROC) curve (AUC) of 0.86 via a 5-fold cross-validation. Among the total images analyzed, the model correctly identified 48 true positives and 28 true negatives, with 18 incorrect predictions. The robust polynomial fitting curve (Figure 3), generated from correctly predicted cases, suggests that the 15 to 23 counts per mm^2^ range may represent a critical transition window for early DR progression. Within this range, AI-predicted probability aligns strongly with observed trypsin digest-based acellular capillary density counts. This finding suggests that fluctuations in acellular capillary density within this window could be biologically significant for early DR progression. Beyond this range—below 15 or above 23 counts per mm^2^—the AI-predicted probability does not show a strong correlation with observed density values. Specifically, when acellular capillary density exceeds 23 counts per mm^2^ or falls below 15 counts per mm^2^, the AI-predicted probability reaches a plateau, suggesting a potential saturation effect or insufficient sensitivity in these extreme ranges.

### 3.3. Integration of the Duration of Diabetes with AI-Based Real-Time Image Prediction Enhanced the Detection of Early Capillary Dropout

While the duration of diabetes is a well-established and significant risk factor for diabetic retinopathy, not all diabetic patients develop retinopathy, and not all individuals with DR have a long history of diabetes. In humans, one-third of individuals with diabetes will develop DR [2]. More importantly, the timing of DR onset varies among individuals, and the recorded duration of diabetes is often inaccurate in real clinical settings. We investigated whether including the duration of diabetes as a prior knowledge to integrate a real-time image-AI-based Bayesian framework can increase the early capillary dropout detection power. We used a logistic regression to model the relationship between diabetes duration and the probability of acellular early capillary dropout (acellular capillary density ≥ 18 counts per mm^2^). This probability was then incorporated into a Bayesian formula (see Section 2) to compute the posterior probability of real-time AI image-based early capillary dropout detection. As shown in Figure 4A, incorporating the duration of diabetes as a prior with the image AI model resulted in improved classification performance compared to the image AI model alone. The AUC of the ROC curves for the AI-based model alone and Bayesian model incorporating diabetes duration achieves are 0.86 and 0.90, respectively. The difference is statistically significant (DeLong’s test *p*-value = 0.0045). This finding suggests that combining prior knowledge (duration of diabetes) with real-time AI-based image predictions can enhance the reliability and robustness of early capillary dropout detection.

We conducted a simulation study to evaluate all possible combinations of diabetes duration (as prior knowledge) and real-time AI-based image predictions in generating posterior probabilities. As illustrated in Figure 4B, for individuals without diabetes or in the early stages of the disease, the AI image prediction plays a dominant role in detecting capillary dropout. However, for individuals with long-standing diabetes, the likelihood of capillary dropout remains high even when the AI prediction is only moderate. By integrating this Bayesian approach, clinicians can make more informed decisions, especially in borderline cases where AI predictions alone may be uncertain. In practice, this framework could support the prioritization of follow-up screenings, and guide early intervention strategies.

### 3.4. Nile Rat Retinal Vasculature Transcriptome and Gene Markers Associated with Early Silent Retinal Capillary Dropout

Although the Nile rat is a valuable preclinical model for diabetic retinopathy, closely mimicking human disease with progressive retinal vascular lesions such as increased acellular capillaries, pericyte loss, microglial infiltration, vascular leakage, capillary non-perfusion, and neovascularization [12], RNA-seq-based transcriptomic studies remain highly limited. This is because standard RNA-seq workflows require mapping reads to a fully sequenced and annotated genome or transcriptome. However, until recently, no complete genome was available for the Nile rat. To solve this problem, we developed CRSP (comparative RNA-seq pipeline) [23], a tool that integrates multiple comparative cross-species computational strategies, including novel transcript assembly and mapping to annotated mouse transcripts, to impute gene expression levels in the Nile rat. While this comparative species computational approach is valuable, it also introduces potential data noise and technical bias due to differences in genome architectures, sequence divergence, and incomplete cross-species transcript annotation, which may lead to inaccuracies in gene expression quantification. Recently, we released the first fully sequenced and annotated Nile rat genome [18], which could serve as a direct mapping reference. However, like any newly sequenced genome, it still contains unsequenced regions and potential annotation errors. To determine whether our comparative cross-species pipeline or the newly sequenced genome provides more reliable gene expression estimates, in this study we conducted the first benchmarking study to evaluate these two strategies based on our RNA-seq of 28 Nile rat retinal vasculature samples [14].

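Transcripts of the mitochondrial genome and of the capillary wall were among the most abundant in the 28 libraries. Among the genes in the tables, mt-Nd1, which encodes a subunit of respiratory complex I, held 8.00% ± 3.00 of TPM (SD, n = 28 libraries), and mt-Nd5, another subunit, held 7.66% ± 2.77. Cldn5, the tight junction protein of the endothelium, held 2.65% ± 1.10, and Rgs5, a marker of pericytes, held 0.704% ± 0.329. The most abundant gene was mt-Nd1 in 17 libraries, mt-Nd5 in 10 and Cldn5 in 1. Each library came from the retinal vasculature of 1 Nile rat, with the neurons washed off by water after osmotic lysis and DNase. The values analysed here are the expected read counts and TPM from the comparative RNA-seq pipeline (CRSP) as the authors deposited them, in which each of 18970 genes carries a mouse symbol. The values from mapping to the Nile rat genome were not analysed here. The expected counts summed to between 153111 in rat T410F and 10029207 in rat T424M, and a library held between 7502 and 16139 genes with at least 1 count. Thinned to the 153111 counts of the smallest library, they held 6182 to 11862 genes. Gene counts were rounded, scaled by TMM and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 and more than 2-fold change, and gene levels are given as CPM, counts scaled to a common library size by TMM and expressed per 1e+06.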

We first calculated the Spearman’s rank correlation coefficient (Rho) between transcripts per million (TPMs; gene expression values) estimated by CRSP (comparative RNA-seq pipeline), which was used in our prior study, versus TPMs obtained from mapping reads to the newly sequenced and annotated Nile rat genome. The correlation was moderate (Rho = 0.37), suggesting a substantial discrepancy between these two computational approaches. Given that RNA-seq read count distributions are often modeled using a negative binomial (NB) distribution [24,25,26], we next examined whether gene read counts estimated by CRSP and genome mapping both followed the expected NB distribution. In the NB framework, the overdispersion ratio is used to quantify the extent to which variance exceeds the mean. A higher overdispersion ratio indicates greater variability in gene expression, often due to technical noise. In contrast, a lower overdispersion ratio suggests more stable gene expression estimates, with variance closer to the mean, making the data less affected by unwanted variability. To assess this, we calculated the overdispersion ratio for both approaches. 

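In the CRSP values, 12 mitochondrial genes accounted for most of the spread of expression over genes in a typical library. They carried a median of 85.3% of the variance of TPM, with a range of 27.6% to 95.8% over the libraries. The variance of TPM over genes divided by their mean had a median of 13272 and ranged from 4287 in rat T410F to 38818 in rat T348M. With the 12 mitochondrial genes left out, the median of this ratio was 2525 and its range 1117 to 6165. The same ratio computed on the expected counts had a median of 113599, with a range of 552 to 317193. Taken for each gene over the 28 libraries, the variance of the counts exceeded the mean in 17681 of 17784 genes, and the median ratio was 110. These counts were not scaled to library size. Differences in depth between the libraries add to this variance, so the ratio per gene does not measure the spread of expression alone. The paper's text does not name the formula of the overdispersion ratio. The ratio on counts was set before the data were examined, and the ratio on TPM was added afterwards. The values under genome mapping were not used here.

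**Figure D1:**
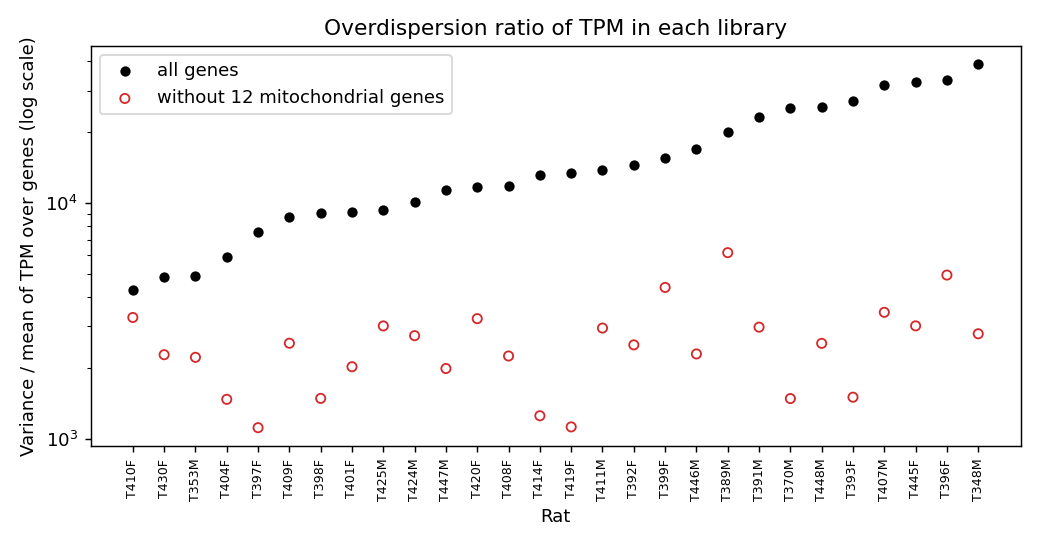
Variance over mean of TPM over all genes (filled points) and without 12 mitochondrial genes (open points), on a log scale, for each of the 28 rats in order of the first value. With all genes the ratio lies between 4287 and 38818, and without the mitochondrial genes between 1117 and 6165.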

We found that transcript read counts estimated by mapping to the newly sequenced Nile rat genome had a statistically significantly lower overdispersion ratio compared to those estimated using CRSP (Figure 5B). This suggests that RNA-seq expression estimates obtained from direct genome mapping exhibit greater reliability than those generated using the CRSP strategy, which relies on cross-species computational imputation and may introduce additional noise due to sequence divergence and incomplete transcript annotation.

To investigate this further, we reasoned that by sorting gene expression values (TPMs) from low to high within each RNA-seq sample and grouping genes across samples based on the same quantile (from 25% to 75% with 5% increments), we could minimize biological variation. This quantile-based approach ensures that variations observed across samples within the same quantile are primarily driven by technical factors rather than biological differences, as genes are ranked solely by expression level. As shown in Figure 5C, when we compared the standard deviations of TPMs within each quantile, gene expression values derived from mapping to the Nile rat genome exhibited significantly lower standard deviations than those estimated using CRSP. This suggests that using the newly sequenced Nile rat genome as a mapping reference yields more consistent gene expression estimates than the CRSP strategy we previously employed.

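The CRSP libraries differed in the TPM found at a given quantile of their genes. The SD over 28 libraries of the TPM value at a quantile was 0.533 at the 25% quantile, 4.33 at the 50% quantile, 6.44 at the 65% quantile and 5.92 at the 75% quantile. The jackknife standard error was 0.464 at the 50% quantile and 0.760 at the 65% quantile. The mean TPM at these quantiles was 0.229, 4.43, 13.4 and 26.2, so that the SD relative to the mean was 2.32 at the 25% quantile and 0.226 at the 75% quantile. Genes without any read entered these quantiles, since 14.9% to 60.4% of the genes of a library had a TPM of 0. The median TPM of a library ranged from 0, in rat T399F among others, to 12.7 in rat T397F. Without the genes at 0 the SD was 10.6 at the 75% quantile. Taking the SD of each gene over the libraries and averaging it over the genes at a quantile gave 11.3 TPM at the 50% quantile. From the lower SDs and the lower overdispersion ratio that it obtained by mapping to the Nile rat genome, the paper proposes that genome mapping gives the more reliable estimates of expression.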

Therefore, we utilized gene expression data derived from mapping to the newly sequenced Nile rat genome to identify gene markers associated with the early silent retinal capillary dropout.

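The 28 rats fell into 4 with a pre-dropout density of acellular capillaries and 24 with a normal density, and all 4 pre-dropout rats were male. The pre-dropout rats had 17.1 to 17.9 acellular capillaries per square millimeter (mean 17.6 ± 0.366 SD, n = 4). The normal rats had 5.90 to 14.5 per square millimeter (mean 9.24 ± 2.56 SD, n = 24) and comprised 8 males and 16 females. Sex thus differed between the groups (Fisher's exact test, two-sided p = 0.0242, n = 4 and 24). The Y-linked genes Eif2s3y, a translation factor, and Kdm5d, a histone demethylase, matched the labelled sex in every library, with at least 61.6 and 21.4 CPM of the library total in the males and at most 1.61 and 0.655 CPM in the females. Of 2 further genes named as Y-linked, in CPM scaled by TMM, Ddx3y followed the labels, with at least 46.0 CPM in the males and at most 14.1 CPM in the females. Uty did not, with 0 to 96.0 CPM in the males and 0.224 to 148 CPM in the females. Random blood glucose was 224 ± 173 mg/dL (SD, n = 4) in the pre-dropout rats and 105 ± 96.8 mg/dL (SD, n = 24) in the normal rats (exact permutation test, two-sided p = 0.0527). It exceeded 200 mg/dL in 2 of the 4 pre-dropout rats and in 3 of the 24 normal rats. Within the 12 males the difference in glucose had an exact permutation p of 0.329. Neither the total counts (exact permutation p = 0.458, n = 4 and 24) nor the number of genes detected (exact permutation p = 0.831) differed by more than the spread between rats. The 100 most abundant genes held 39.6% of the counts in the pre-dropout rats and 36.2% in the normal rats (exact permutation p = 0.369, n = 4 and 24). These 3 comparisons were adjusted p = 0.686, 0.831 and 0.686 when corrected together, apart from their repeats within the males (exact permutation tests with Benjamini-Hochberg).

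**Figure D2:**
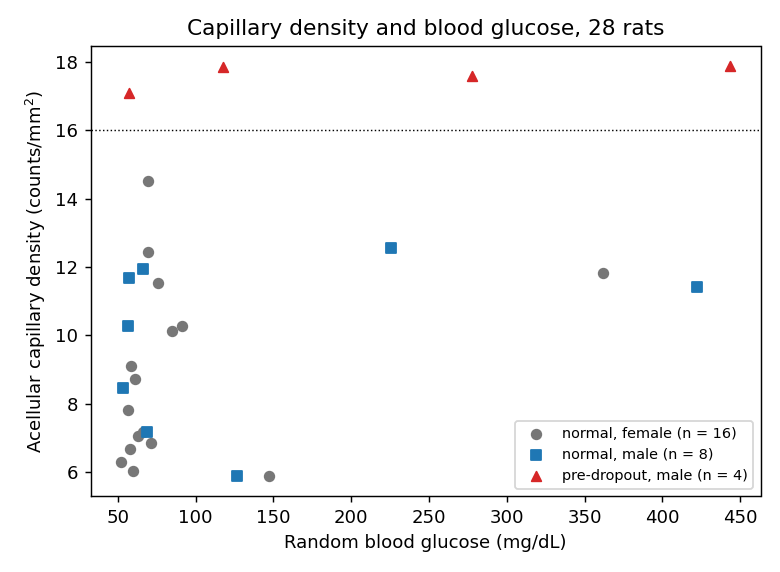
Acellular capillary density against random blood glucose in mg/dL, 1 point per rat, by density group and sex. The dotted line marks the upper limit of the normal range, 16 per square millimeter. The 4 pre-dropout rats span 57.4 to 443 mg/dL.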

Since acellular capillary (“ghost vessel”) densities below 16 counts per mm^2^ are considered within the normal range, and densities exceeding 18 counts per mm^2^ are indicative of “capillary silent/early dropout,” we conducted a differentially expressed gene (DEG) analysis comparing retinal vasculature with acellular capillary densities of 17–18 counts per mm^2^—representing a pre-dropout state immediately preceding capillary silent/early dropout—to that of normal retinal vasculature (Figure 6A). We identified 43 DEGs (all upregulated) between normal and pre-dropout retinal vessels (Figure 6B), using a threshold of >2-fold change in normalized read counts and a false discovery rate (FDR) <5%. 

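In the CRSP counts most of the genes labelled in Fig. 6B were higher on average in the 4 pre-dropout rats, but with a spread between rats that left none past the test. Of the 43 labelled genes, 39 had a symbol in the tables, 36 had a higher mean CPM in the pre-dropout rats and 26 were more than 2-fold higher. The steadiest was Cntln, which encodes a centrosomal protein, at 26.0 ± 1.91 CPM (SD, n = 4) against 10.5 ± 11.8 (SD, n = 24). Carnmt1, the carnosine methyltransferase, stood at 21.6 ± 7.83 CPM against 7.08 ± 6.29, a log2 fold change of 1.61 (standard error 1.17, adjusted p = 1.00 from edgeR). Ppm1m, a protein phosphatase, stood at 23.6 ± 4.85 CPM against 8.68 ± 8.49, a log2 fold change of 1.45 (standard error 1.22, adjusted p = 1.00 from edgeR). Wnt11, a secreted Wnt ligand, had the smallest unadjusted p of the labelled genes. Its log2 fold change was 3.57 (standard error 1.34, unadjusted p = 0.0109 and adjusted p = 1.00 from edgeR). Rat T353M held 64.96% of its CPM in the pre-dropout group, and without this rat the log2 fold change was 2.61. It was 5.91 with sex as a covariate, but no normal male had more than 1 count. That value therefore does not show a stronger effect. In 10 of the labelled genes every pre-dropout rat lay above the median of the normal rats, and in 9 only 1 pre-dropout rat had any count. Of the 28 labelled genes with enough counts for the test, 25 had a log2 fold change above 0 and 3 below. These genes were read from the figure and chosen on the same rats, so their direction is not independent evidence.

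Over 13800 genes, edgeR's quasi-likelihood test called 0, with 394 at an unadjusted p under 0.05, 27 of them higher and 367 lower (356 higher and 245 lower with sex as a covariate), around a median log2 fold change over all tested genes of -0.13. DESeq2 called 4 genes lower (Foxh1, Psmg2, Hadhb and Glod4, named after their values were seen). All 4 had 0 counts in the pre-dropout rats. Counts were found in 4 normal rats for Foxh1, 20 for Psmg2, 17 for Hadhb and 16 for Glod4. The limma-voom test with sample weights called the Y-linked genes Kdm5d, Ddx3y and Eif2s3y higher and Psmg2 lower, and limma on log2 TPM called 0. A mixture model of the kind that EBSeq fits called 130 genes, 3 higher (Tal1, Carnmt1 and Ppm1m, all labelled in Fig. 6B) and 127 lower. Each of these 3 calls was lost without the pre-dropout rat of the highest value. In each of the 3 genes all 4 pre-dropout rats lay above the normal median. The loss therefore does not show that 1 rat carries the call. In most other splits of the rats into groups of the same sizes this model also called more genes lower than higher. The split with the most calls gave 60 higher and 4304 lower. The excess of lower calls is therefore not particular to the pre-dropout rats. Within the 12 males that model called 365 genes, 284 higher and 81 lower. Without a filter on low counts edgeR called 72 genes higher, 69 of which had counts in only 1 pre-dropout rat. With library size and the number of detected genes as covariates, edgeR called 47 genes higher, 1 of which, Wnt11, is labelled in Fig. 6B. Of these 47 genes, 12 had counts in only 1 pre-dropout rat, and 16 had over 90% of their pre-dropout CPM in 1 rat. In simulated counts with the dispersion of these libraries, edgeR recovered 0 of 67 genes changed 2-fold, 12 of 67 changed 4-fold and 36 of 66 changed 16-fold.

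Markers of the neural retina, whose cells were washed off the vessels, were mostly lower in the pre-dropout rats without passing the test. Among rod markers 12 of 14 were lower (camera adjusted p = 0.507 with a preset correlation, 0.802 with an estimated correlation). Sag, the rod arrestin, had a log2 fold change of -1.17 (standard error 0.84, adjusted p = 1.00 from edgeR), between -0.80 without rat T353M and -1.79 without rat T407M. Among cone markers 9 of 10 were lower (camera adjusted p = 0.924), and among bipolar cell markers 10 of 11 (camera adjusted p = 0.357). Of the markers of amacrine, horizontal and ganglion cells 9 of 17 were lower, and of those of Müller glia and astrocytes 8 of 14 (camera adjusted p = 0.507 for each). The mean level of the neural markers was 3.09 ± 0.886 log2 CPM (SD, n = 4) in the pre-dropout and 3.12 ± 1.61 (SD, n = 24) in the normal rats (exact permutation p = 0.978). Within the males the normal rats had 2.39 ± 1.61 (SD, n = 8), so that the pre-dropout rats were the higher ones (exact permutation p = 0.463). Lower with sex as a covariate were 13 of 14 rod, 8 of 10 cone and 7 of 11 bipolar cell markers. In all 5 lists edgeR called 0 genes over all genes and 0 when adjusted over the list alone, while the model of EBSeq's kind called Nr2e3, a rod transcription factor, and Aldh1l1, a folate enzyme of astrocytes, lower.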

Interestingly, we observed considerable variability in the expression of these 43 biomarkers among the 24 normal retinal vasculature samples, raising the possibility that baseline molecular differences could be associated with varying degrees of susceptibility to early capillary dropout. 

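Most of the genes labelled in Fig. 6B varied among the 24 normal rats by more than their mean in the CRSP counts. Of the 37 labelled genes with counts in these rats, 30 had a coefficient of variation above 1, and the median was 1.90. Cd109, a membrane protein that binds TGF-β, varied least, with a coefficient of 0.570, and was the only 1 of the 37 with counts in all 24 rats. Tal1, a transcription factor of blood and endothelial cells, had a coefficient of 0.797 around 15.1 CPM, from 0 to 46.1 CPM. In 20 of the genes fewer than 12 of the 24 rats had a count. The 17 genes detected in at least 12 normal rats were correlated with acellular capillary density. The strongest relation was that of Carnmt1 (Pearson's r = -0.25, permutation p = 0.232, adjusted p = 0.958 over 17 genes; Spearman's rho = -0.27, permutation p = 0.193, n = 24). Without the 2 rats farthest from the median density its r was -0.38 (permutation p = 0.0829). Across all genes, with sex as a covariate, edgeR called 0 of 13677 genes for a slope on density within the normal range, with 153 at an unadjusted p under 0.05. DESeq2 called 18 for the same slope, and edgeR without a filter on low counts called 45.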

Further studies will be needed to determine whether these variations have predictive or functional significance. Notably, among these 43 DEGs, three genes (Bcl2a1, Birc5, and Il20rb) are associated with inflammatory responses. Several studies showed that Bcl2a, Birc5, and Il20rb were associated with chronic inflammation and autoimmune diseases [27,28,29,30], suggesting that inflammation could be one of the factors to drive the early capillary dropout.

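In the CRSP counts Birc5 and Il20rb were higher on average in the pre-dropout rats without passing the test, and a Bcl2a1 paralog was found in 1 rat. Birc5, which encodes survivin, an inhibitor of apoptosis that also acts in cell division, stood at 8.88 ± 10.0 CPM (SD, n = 4) in the pre-dropout rats and 2.85 ± 5.23 (SD, n = 24) in the normal rats. Its log2 fold change was 1.61 (standard error 1.48, adjusted p = 1.00 from edgeR). Rat T407M held 65.8% of its CPM in the pre-dropout group, and without this rat the log2 fold change was 0.56. It was 4.23 with sex as a covariate, but among the normal males only T425M, T446M and T448M had counts, 2, 10 and 1. That value rests on normal males near a count of 0 and does not show a stronger effect. Il20rb, a receptor subunit for cytokines of the interleukin-20 family, stood at 21.5 ± 10.6 CPM against 13.0 ± 13.6, a log2 fold change of 0.75 (standard error 1.08, adjusted p = 1.00 from edgeR), which was 1.15 without rat T407M. In each of the 2 genes 3 of the 4 pre-dropout rats lay above the median of the normal rats. Bcl2a1, an inhibitor of apoptosis, is represented in mice by paralogs that can share reads. Of these, Bcl2a1a had 32 counts in rat T407M and 0 in the other 27 libraries, where a count of 0 allows up to 0.299 to 19.6 CPM from counting error alone, and the filter on low counts left it untested. Without that filter edgeR called it higher (adjusted p = 0.0123), a call that rests on rat T407M alone. Bcl2a1d had counts in 1 normal rat and in no pre-dropout rat.

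Of 14 tested genes of inflammation and leukocyte adhesion, 12 were higher in the pre-dropout rats, with a median log2 fold change of 0.30 (camera adjusted p = 0.319 with a preset correlation, 0.802 with an estimated correlation). With sex as a covariate 9 of the 14 were higher, and within the males 6 of 11. The camera adjusted p was 0.0410 with the filter of 1 CPM in 14 libraries and lay between that and 0.992 over the alternatives. This list holds Il20rb and the Bcl2a1 paralogs, which the study named. Vcam1, the endothelial adhesion molecule for leukocytes, stood at 352 ± 218 CPM (SD, n = 4) against 227 ± 134 (SD, n = 24), a log2 fold change of 0.63 (standard error 0.39, adjusted p = 1.00 from edgeR). It was 0.18 without rat T407M and 0.25 with sex as a covariate, and among the normal rats Vcam1 had a log2 difference of 0.73 between males and females (standard error 0.31, adjusted p = 0.995 from edgeR). Rat T407M also had the highest mean level of erythrocyte markers of all rats, 9.09 log2 CPM. Its markers of microglia and macrophages stood at 2.27 log2 CPM, against 0.90 to 1.01 in the other pre-dropout rats. The normal rats T401F, T414F and T419F stood higher, at 2.91, 2.55 and 2.45 log2 CPM. Rat T407M was thus within the range of the normal rats for these markers. Whether such cells add to the values of rat T407M was not tested. Cxcl10, a chemokine induced by interferon, had a log2 fold change of -3.36 (standard error 2.30, adjusted p = 1.00 from edgeR) and counts in 1 pre-dropout rat, T391M. Of 23 genes of the interferon response 15 were higher (camera adjusted p = 0.231), among them Psmb8, an immunoproteasome subunit, with a log2 fold change of 1.42 (standard error 1.02) and 0.82 without rat T389M. With sex as a covariate 8 of the 23 were higher. Of 19 genes of apoptosis 11 were higher (camera adjusted p = 0.507), and of 19 genes of cell division 10 (camera adjusted p = 0.453). In these 4 lists edgeR called 0 genes over all genes and 0 when adjusted over the list alone. Without a filter on low counts it called Bcl2a1a and Spc25, a kinetochore protein of the cell division list. From the association of its 3 genes with chronic inflammation and autoimmune disease in other studies, the paper proposes inflammation as a factor in early capillary dropout.

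**Figure D3:**
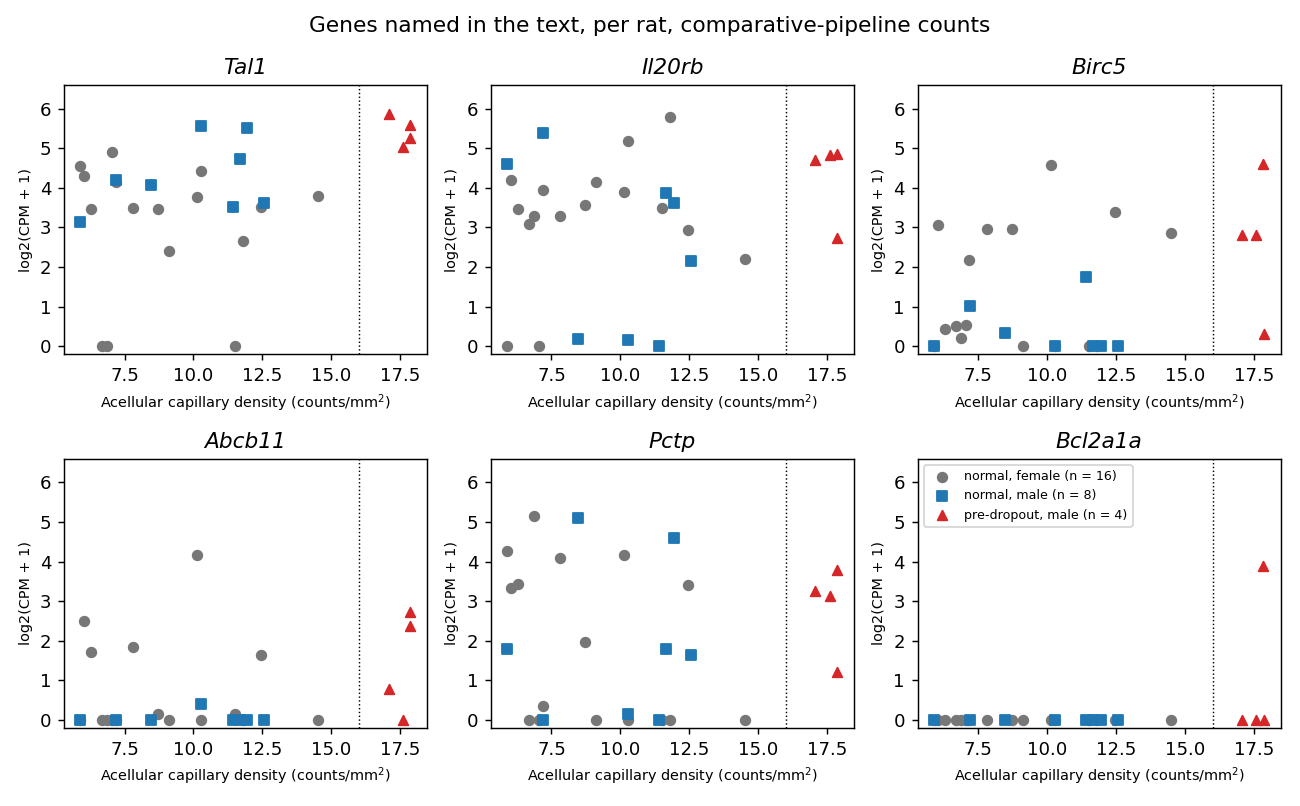
Log2 of CPM plus 1 of Tal1, Il20rb, Birc5, Abcb11, Pctp and Bcl2a1a against acellular capillary density, 1 point per rat, by density group and sex. The dotted line marks 16 per square millimeter. All 4 pre-dropout rats lie above the normal median for Tal1, and Bcl2a1a has counts in 1 of the 28 rats.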

## 4. Discussion

Early detection of diabetic retinopathy (DR) remains a significant clinical challenge, especially during the preclinical stage when pathological alterations such as capillary dropout are present but not yet detectable by standard imaging techniques. In this study, we developed an AI-based approach using fluorescein angiography (FA) images to predict early capillary dropout in a Nile rat model of DR. By integrating diabetes duration as prior knowledge within a Bayesian framework, we further enhanced predictive performance. In parallel, transcriptomic study of retinal tissue identified 43 genes associated with the capillary pre-dropout state, including several key pro-inflammatory markers, providing novel molecular insight into early DR pathogenesis.

Our Image-AI model demonstrates the feasibility of non-destructively detecting microvascular abnormal before overt morphological changes occur. This represents a meaningful advance in DR diagnostics, as current imaging techniques, including FA, typically fail to detect early ghost vessels until later stages marked by microaneurysms, hemorrhages, or vascular leakage. By bridging this diagnostic gap, our approach holds potential for earlier clinical intervention, which may delay or prevent progression to vision-threatening stages of DR.

Importantly, incorporating diabetes duration as a prior into the AI model improved predictive performance. This finding underscores the value of integrating longitudinal clinical metadata into machine learning models to capture disease progression dynamics. Our results suggest that leveraging this parameter can enhance model interpretability and diagnostic power.

The transcriptomic analysis further revealed a distinct molecular signature associated with the pre-dropout state. Among the 43 differentially expressed genes, Bcl2a1, Birc5, and Il20rb stood out for their known roles in inflammation and cell survival. Bcl2a1 is an anti-apoptotic gene induced by inflammatory cytokines [31], Birc5 is associated with immune response induced cell survival [29], and Il20rb is a receptor subunit involved in cytokine-mediated inflammatory signaling [32]. The upregulation of these genes suggests that inflammatory processes may contribute to pericyte loss and capillary destabilization prior to morphological vessel damage. These findings support previous work implicating low-grade inflammation as a driver of early DR pathology [33,34,35]. 

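Markers of mural cells were mostly lower and markers of endothelial cells mostly higher in the CRSP counts of the pre-dropout rats, and no marker gene passed the test on its own. Of 12 pericyte markers 10 were lower, with a median log2 fold change of -0.43. Pdgfrb, the receptor that recruits pericytes, stood at 207 ± 172 CPM (SD, n = 4) against 276 ± 140 (SD, n = 24), a log2 fold change of -0.41 (standard error 0.41, adjusted p = 1.00 from edgeR), which was -1.15 without rat T353M and -0.15 without rat T407M. Rgs5, a regulator of G protein signaling in pericytes, had a log2 fold change of -0.16 (standard error 0.38), which became 0.12 without rat T389M. Of 9 markers of vascular smooth muscle 7 were lower, among them Myl9, a myosin light chain, with a log2 fold change of -0.88 (standard error 0.47). Of 20 endothelial markers 19 were higher, with a median log2 fold change of 0.23. Slco1c1, the thyroid hormone transporter of vessels with a blood-tissue barrier, stood at 566 ± 92.9 CPM (SD, n = 4) against 351 ± 116 (SD, n = 24), with all 4 pre-dropout rats above the normal median and a log2 fold change of 0.69 (standard error 0.27, adjusted p = 1.00 from edgeR). Pecam1, an adhesion molecule of endothelial junctions, had a log2 fold change of 0.35 (standard error 0.32, adjusted p = 1.00 from edgeR) and 0.15 with sex as a covariate.

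As a set, the endothelial markers passed camera's test with a preset correlation (adjusted p = 0.0159), but not with an estimated correlation (adjusted p = 0.802). With sex as a covariate the test's direction turned to lower (camera adjusted p = 0.905), although 13 of the 20 were higher, as it did within the 12 males (camera adjusted p = 0.897). Without rat T353M or rat T389M the set also fell short (camera adjusted p = 0.105 and 0.174). The pericyte and smooth muscle sets did not pass in all rats (camera adjusted p = 0.231 for each). With sex as a covariate the pericyte markers were lower as a set (camera adjusted p = 0.00106, and 0.911 with an estimated correlation), and so were those of smooth muscle (camera adjusted p = 0.0265, and 0.726 with an estimated correlation). Within the males these values were 0.00181 for pericytes and 0.00850 for smooth muscle from camera, and 0.724 and 0.183 with an estimated correlation. Over all alternatives the camera adjusted p ran from 1.1e-04 to 0.992 for endothelial cells, from 0.00106 to 0.911 for pericytes (0.00696 without rat T353M) and from 0.00850 to 0.859 for smooth muscle. Among the 3 lists edgeR called 0 genes over all genes and 0 when adjusted over the list alone.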

Interestingly, several studies even found an association between diabetic retinopathy and chronic inflammation, autoimmune diseases, such as rheumatoid arthritis [36]. In addition to inflammation-related genes, the early dropout-associated biomarkers encompass diverse biological functions. For instance, *Tal1* promotes sprouting angiogenesis by regulating endothelial tip-cell identity [37]. 

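Tal1 was higher on average in the CRSP counts of the pre-dropout rats, without passing edgeR's test. It stood at 43.4 ± 11.2 CPM (SD, n = 4) in the pre-dropout rats and 15.1 ± 12.0 (SD, n = 24) in the normal rats. All 4 pre-dropout rats lay above the normal median of 12.0 CPM, and 2 lay above every normal rat. The log2 fold change was 1.53 (standard error 0.87, adjusted p = 1.00 from edgeR) and 0.95 with sex as a covariate. The model of EBSeq's kind called the gene with a posterior probability of no change of 8.7e-04, a call that was lost without rat T353M. Rats T389M, T391M and T407M stood at 46.9, 31.9 and 37.2 CPM, each above the normal mean. The lost call therefore does not show that rat T353M carries the difference. Among the normal rats Tal1 had a log2 difference of 1.09 between males and females (standard error 0.86, adjusted p = 0.995 from edgeR). Lmo2, which joins Tal1 in a transcription factor complex, stood at 140 ± 14.5 CPM (SD, n = 4) against 86.1 ± 38.9 (SD, n = 24), a log2 fold change of 0.70 (standard error 0.38, adjusted p = 1.00 from edgeR) and 0.35 with sex as a covariate. Of 19 genes of sprouting angiogenesis and tip cells, Tal1 and Lmo2 included, 14 were higher, with a median log2 fold change of 0.16 (camera adjusted p = 0.231 with a preset correlation, 0.802 with an estimated correlation). With sex as a covariate 11 of the 19 were higher. Of 18 genes of the response to hypoxia and VEGF 13 were lower (camera adjusted p = 0.515). Of 20 genes of the basement membrane and extracellular matrix 11 were lower, with a median log2 fold change of -0.02, while camera's test leaned to higher (camera adjusted p = 0.507). EdgeR called 0 genes of the 3 lists over all genes and 0 when adjusted over the list alone.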

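In the CRSP counts Abcb11 was scarce and Pctp had nearly the same mean in the pre-dropout and normal rats. Abcb11, the bile salt export pump of the liver, stood at 2.63 ± 2.70 CPM (SD, n = 4) in the pre-dropout rats and 1.21 ± 3.53 (SD, n = 24) in the normal rats. It had counts in 3 of the 4 and 8 of the 24 rats. Its log2 fold change was 1.05 (standard error 1.65, adjusted p = 1.00 from edgeR), and 0.52 without rat T407M. It was 5.01 with sex as a covariate, but the only normal male with counts, T424M, had 3. That value rests on normal males near a count of 0 and does not show a stronger effect. Pctp, a transfer protein for phosphatidylcholine, stood at 7.58 ± 4.72 CPM (SD, n = 4) against 7.53 ± 10.7 (SD, n = 24). Its log2 fold change of -0.00057 (standard error 1.47, adjusted p = 1.00 from edgeR) had no stable sign, at -0.37 without rat T389M and 1.496 by limma-voom. Of 19 genes of lipid transport 15 were lower, with a median log2 fold change of -0.29 (camera adjusted p = 0.507 with a preset correlation, 0.802 with an estimated correlation). Lrp1, an endocytic receptor for lipoproteins, stood at 110 ± 15.9 CPM (SD, n = 4) against 210 ± 93.2 (SD, n = 24), with every pre-dropout rat below the normal median and a log2 fold change of -0.94 (standard error 0.37, adjusted p = 1.00 from edgeR). Abcb4, an exporter of phosphatidylcholine, had a log2 fold change of 1.03 (standard error 0.72, adjusted p = 1.00 from edgeR) and 0.63 without rat T407M. Of 19 genes of the polyol pathway and glucose metabolism 13 were lower (camera adjusted p = 0.507). In both lists edgeR called 0 genes over all genes and 0 when adjusted over the list alone.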

Lipid transporters such as *Abcb11* and *Pctp* suggest altered lipid trafficking, a stressor for homeostasis [38].

Another unique part of this study is to use the Nile rat as a diabetic retinopathy (DR) model. Compared to other rodent models, Nile rats develop diet-induced type 2 diabetes and manifest DR phenotypes that closely mimic those seen in human patients, including macular edema and capillary non-perfusion. Our ability to pair non-destructive FA imaging with destructive histological assessments in this model enabled robust ground-truth labeling for AI training, an approach that is not feasible in human studies due to ethical and technical limitations.

Despite these strengths, there are several limitations of this study. First, while our AI model performed well in the Nile rat model, its generalizability to human datasets remains to be validated. Second, the use of a single imaging modality (FA) may limit the detection of other subtle vascular changes. Integrating additional modalities such as OCTA (optical coherence tomography angiography) may further enhance predictive power. Lastly, while our transcriptomic data provide valuable insights, future studies incorporating spatial transcriptomics or single-cell RNA-seq could more precisely map gene expression to specific retinal cell types involved in dropout initiation.

Our AI model is specifically designed to detect very-early-stage diabetic retinopathy, prior to the appearance of overt morphological changes such as microaneurysms, hemorrhages, or vascular leakage that are typically visible in imaging like fluorescein angiography (FA). As a result, a key limitation of the model is that it is not trained on data from later stages of retinopathy, which may limit its generalizability across the full disease spectrum. However, it is important to note that later-stage retinopathy is clinically easier to detect using established imaging techniques. Therefore, the model is intended to complement—not replace—existing diagnostic approaches by focusing on the early, subclinical window of disease development when intervention may be most impactful.

In summary, our study demonstrates that early, preclinical retinal capillary dropout can be predicted using AI-enhanced FA imaging, especially when combined with prior knowledge of diabetes duration. The discovery of inflammation-related gene markers further highlights a potentially targetable mechanism in early DR progression.

## Figures and Tables

**Figure 1:**
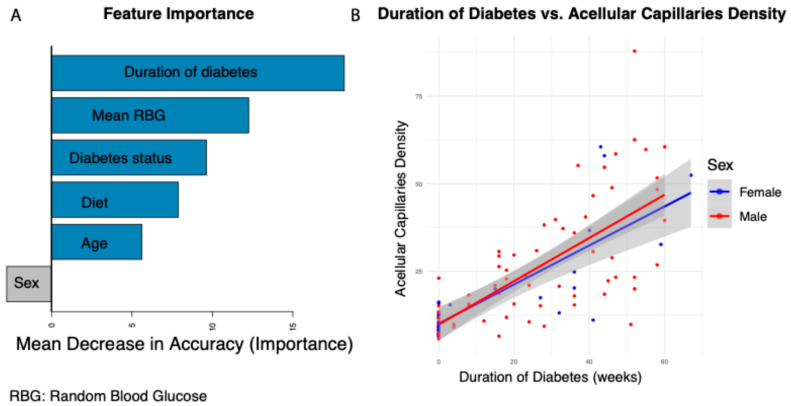
Factors influencing acellular capillary density. (**A**) Feature importance ranking based on the random forest regression model. (**B**) Association between diabetes duration and acellular capillary density.

**Figure 2:**
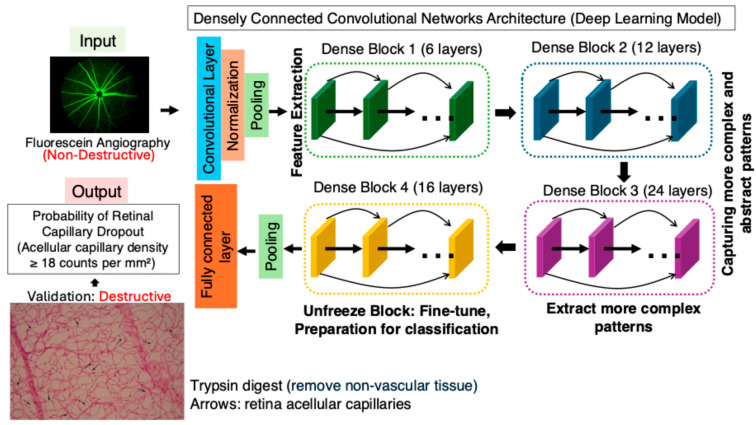
Deep learning model for capillary dropout detection using fluorescein angiography (FA). A DenseNet-169-based AI model was trained on FA images to predict capillary dropout. The ground-truth (acellular capillary density) was based on trypsin digest (destructive) to count acellular capillaries (arrows).

**Figure 3:**
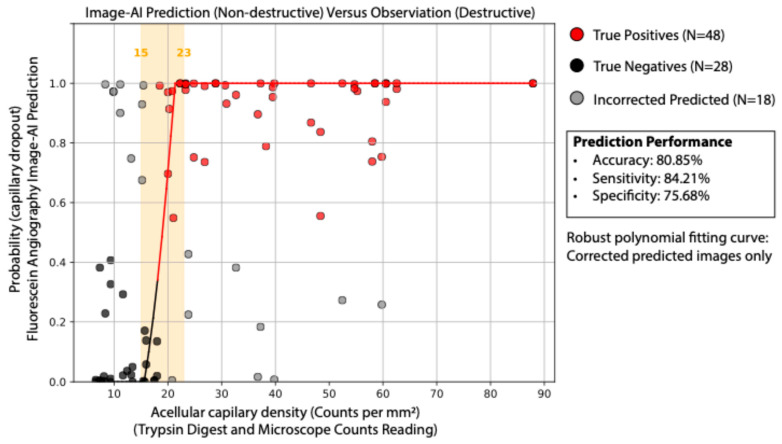
AI-predicted vs. ground truth acellular capillary density. Comparison of FA-based AI predictions with microscopic counts from trypsin digest. The model achieved 80.85% accuracy, 84.21% sensitivity, and 75.68% specificity.

**Figure 4:**
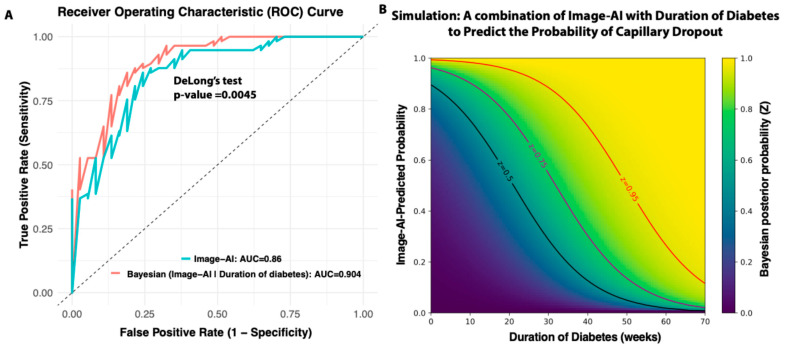
Bayesian framework integrating diabetes duration with AI predictions. (**A**) Improved prediction accuracy using a Bayesian approach. (**B**) Simulation of how diabetes duration combined with AI predictions influences posterior probability of capillary dropout.

**Figure 5:**
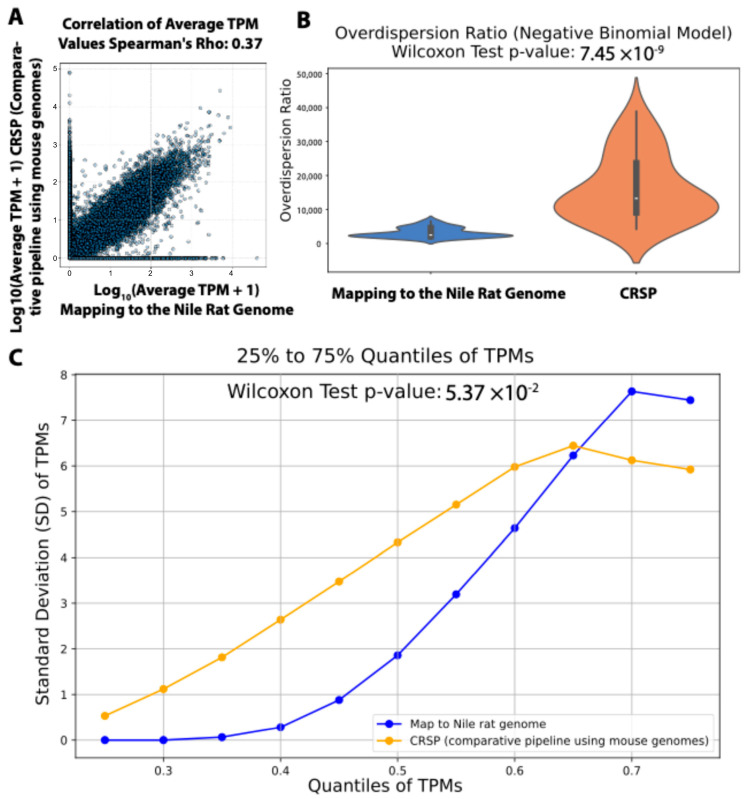
Comparison of gene expression estimates from RNA-seq reads mapping to Nile rat genome vs. CRSP tool (comparative-species pipeline does not rely on a genome). (**A**) Correlation of gene expression values between methods. (**B**) Mapping to the Nile rat genome results in significantly lower over-dispersion than CRSP. (**C**) Comparing the standard deviations of gene expression within the same quantile between these two methods.

**Figure 6:**
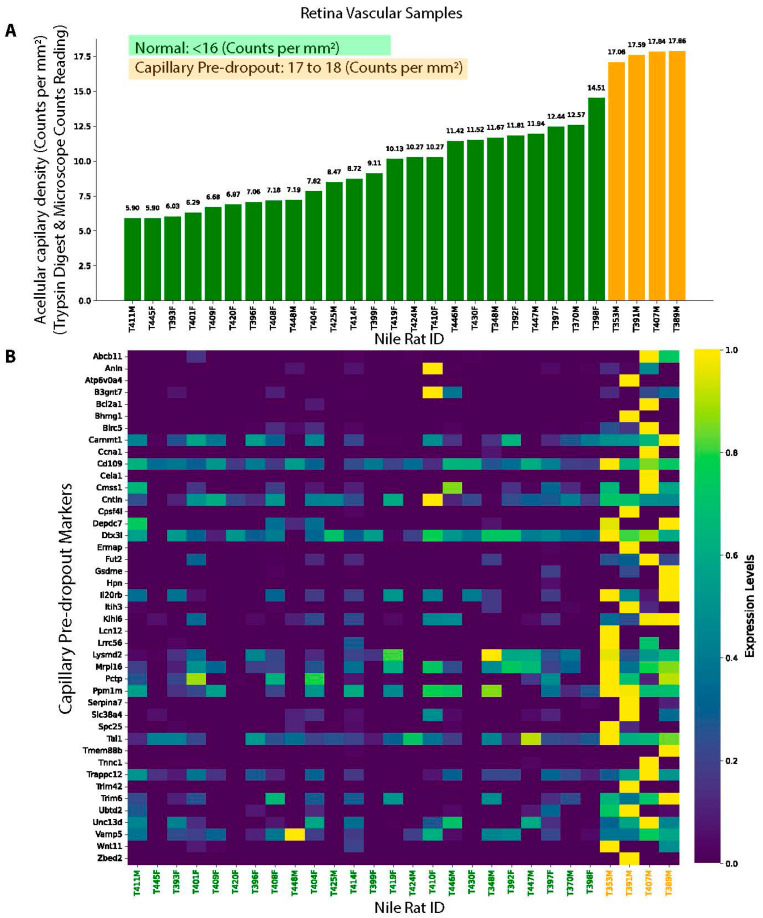
Gene markers associated with capillary pre-dropout state. (**A**) Nile rat RNA-seq samples used for gene marker identification, with green indicating normal and orange representing pre-dropout samples before early DR. (**B**) Identified gene markers associated capillary pre-dropout.

## Data Availability

All data and python codes are available upon request (academic use only).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/biomedicines13081926/s1: Supplementary Figure S1: Comparison of samples with acellular capillary density of 10–16 counts per mm^2^ and 20–22 counts per mm^2^. Significant differences were observed in mean random blood glucose (A) and diabetes duration (B) between these groups, supporting our classification of the 16–20 counts per mm^2^ range as a critical transition window from normal to early capillary dropout. This rationale justifies selecting the median value (18 counts per mm^2^) within this range to define early capillary dropout.

## References

[1] Klein R., Klein B.E. (1995). Vision disorders in diabetes. Diabetes Am..

[2] Zhang X., Saaddine J.B., Chou C.F., Cotch M.F., Cheng Y.J., Geiss L.S., Gregg E.W., Albright A.L., Klein B.E., Klein R. (2010). Prevalence of diabetic retinopathy in the United States, 2005–2008. JAMA.

[3] Lin K.Y., Hsih W.H., Lin Y.B., Wen C.Y., Chang T.J. (2021). Update in the epidemiology, risk factors, screening, and treatment of diabetic retinopathy. J. Diabetes Investig..

[4] Cai X., McGinnis J.F. (2016). Diabetic Retinopathy: Animal Models, Therapies, and Perspectives. J. Diabetes Res..

[5] Fong D.S., Aiello L., Gardner T.W., King G.L., Blankenship G., Cavallerano J.D., Ferris F.L., Klein R., Association A.D. (2004). Retinopathy in diabetes. Diabetes Care.

[6] Olivares A.M., Althoff K., Chen G.F., Wu S., Morrisson M.A., DeAngelis M.M., Haider N. (2017). Animal Models of Diabetic Retinopathy. Curr. Diab Rep..

[7] Wolter J.R. (1961). Diabetic retinopathy. Am. J. Ophthalmol..

[8] Arrigo A., Teussink M., Aragona E., Bandello F., Battaglia Parodi M. (2021). MultiColor imaging to detect different subtypes of retinal microaneurysms in diabetic retinopathy. Eye.

[9] Aziz T., Charoenlarpnopparut C., Mahapakulchai S. (2023). Deep learning-based hemorrhage detection for diabetic retinopathy screening. Sci. Rep..

[10] Young L.H., Kim J., Yakin M., Lin H., Dao D.T., Kodati S., Sharma S., Lee A.Y., Lee C.S., Sen H.N. (2022). Automated Detection of Vascular Leakage in Fluorescein Angiography—A Proof of Concept. Transl. Vis. Sci. Technol..

[11] Subramaniam A., Landstrom M., Luu A., Hayes K.C. (2018). The Nile Rat (*Arvicanthis niloticus*) as a Superior Carbohydrate-Sensitive Model for Type 2 Diabetes Mellitus (T2DM). Nutrients.

[12] Toh H., Smolentsev A., Bozadjian R.V., Keeley P.W., Lockwood M.D., Sadjadi R., Clegg D.O., Blodi B.A., Coffey P.J., Reese B.E. (2019). Vascular changes in diabetic retinopathy—A longitudinal study in the Nile rat. Lab. Investig..

[13] Chaabo F., Pronczuk A., Maslova E., Hayes K. (2010). Nutritional correlates and dynamics of diabetes in the Nile rat (*Arvicanthis niloticus*): A novel model for diet-induced type 2 diabetes and the metabolic syndrome. Nutr. Metab..

[14] Toh H., Smolentsev A., Sadjadi R., Clegg D., Yan J., Stewart R., Thomson J.A., Jiang P. (2023). Transcriptomic clock predicts vascular changes of prodromal diabetic retinopathy. Sci. Rep..

[15] Liaw A., Wiener M. (2002). Classification and regression by randomForest. R. news.

[16] Deng J., Dong W., Socher R., Li L.-J., Li K., Fei-Fei L. Imagenet: A large-scale hierarchical image database. Proceedings of the 2009 IEEE Conference on Computer Vision and Pattern Recognition.

[17] Huang G., Liu Z., Van Der Maaten L., Weinberger K.Q. Densely connected convolutional networks. Proceedings of the Proceedings of the IEEE Conference on Computer Vision And pattern Recognition.

[18] Toh H., Yang C., Formenti G., Raja K., Yan L., Tracey A., Chow W., Howe K., Bergeron L.A., Zhang G. (2022). A haplotype-resolved genome assembly of the Nile rat facilitates exploration of the genetic basis of diabetes. BMC Biol..

[19] Langmead B., Trapnell C., Pop M., Salzberg S.L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[20] Li B., Dewey C.N. (2011). RSEM: Accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinform..

[21] Leng N., Dawson J.A., Thomson J.A., Ruotti V., Rissman A.I., Smits B.M., Haag J.D., Gould M.N., Stewart R.M., Kendziorski C. (2013). EBSeq: An empirical Bayes hierarchical model for inference in RNA-seq experiments. Bioinformatics.

[22] Voigt M., Schmidt S., Lehmann T., Kohler B., Kloos C., Voigt U.A., Meller D., Wolf G., Muller U.A., Muller N. (2018). Prevalence and Progression Rate of Diabetic Retinopathy in Type 2 Diabetes Patients in Correlation with the Duration of Diabetes. Exp. Clin. Endocrinol. Diabetes.

[23] Toh H., Bagheri A., Dewey C., Stewart R., Yan L., Clegg D., Thomson J.A., Jiang P. (2022). A Nile rat transcriptomic landscape across 22 organs by ultra-deep sequencing and comparative RNA-seq pipeline (CRSP). Comput. Biol. Chem..

[24] Anders S. (2010). Analysing RNA-Seq data with the DESeq package. Mol. Biol..

[25] Anders S., Huber W. (2010). Differential expression analysis for sequence count data. Genome Biol..

[26] Ren X., Kuan P.F. (2020). Negative binomial additive model for RNA-Seq data analysis. BMC Bioinform..

[27] Chen J., Caspi R.R., Chong W.P. (2018). IL-20 receptor cytokines in autoimmune diseases. J. Leukoc. Biol..

[28] Olsson Akefeldt S., Ismail M.B., Valentin H., Arico M., Henter J.I., Delprat C. (2013). Targeting BCL2 family in human myeloid dendritic cells: A challenge to cure diseases with chronic inflammations associated with bone loss. Clin. Dev. Immunol..

[29] Zhao Y., Liu S., Li S., Zhang G., Tian A., Wan Y. (2022). BIRC5 regulates inflammatory tumor microenvironment-induced aggravation of penile cancer development in vitro and in vivo. BMC Cancer.

[30] Ebrahimiyan H., Aslani S., Rezaei N., Jamshidi A., Mahmoudi M. (2018). Survivin and autoimmunity; the ins and outs. Immunol. Lett..

[31] Crosio C., Casciati A., Iaccarino C., Rotilio G., Carri M.T. (2006). Bcl2a1 serves as a switch in death of motor neurons in amyotrophic lateral sclerosis. Cell Death Differ..

[32] Rutz S., Wang X., Ouyang W. (2014). The IL-20 subfamily of cytokines—From host defence to tissue homeostasis. Nat. Rev. Immunol..

[33] Taurone S., Ralli M., Nebbioso M., Greco A., Artico M., Attanasio G., Gharbiya M., Plateroti A.M., Zamai L., Micera A. (2020). The role of inflammation in diabetic retinopathy: A review. Eur. Rev. Med. Pharmacol. Sci..

[34] Rubsam A., Parikh S., Fort P.E. (2018). Role of Inflammation in Diabetic Retinopathy. Int. J. Mol. Sci..

[35] Forrester J.V., Kuffova L., Delibegovic M. (2020). The Role of Inflammation in Diabetic Retinopathy. Front. Immunol..

[36] Powell E.D., Field R.A. (1964). Diabetic Retinopathy and Rheumatoid Arthritis. Lancet.

[37] Yamada Y., Zhong Y., Miki S., Taura A., Rabbitts T.H. (2022). The transcription factor complex LMO2/TAL1 regulates branching and endothelial cell migration in sprouting angiogenesis. Sci. Rep..

[38] Hayashi H., Sugiyama Y. (2013). Bile salt export pump (BSEP/ABCB11): Trafficking and sorting disturbances. Curr. Mol. Pharmacol..

How the deposited data were processed for this re-analysis (not part of the article)

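RNA of the isolated retinal vasculature of 28 Nile rats was measured by RNA-seq, with 1 library per rat. Sex, acellular capillary density and random blood glucose were taken from the sample labels, and the unit of glucose, mg/dL, from the paper's methods. Rats with a density of 17 to 18 per square millimeter formed the pre-dropout group (n = 4) and rats below 16 the normal group (n = 24). No rat had a density above 18.

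The tables deposited by the authors hold expected counts and TPM of 18970 genes. Their genes carry mouse symbols and mouse Ensembl identifiers, and the SD of TPM at the 50% and 65% quantiles matched the curve that Fig. 5 gives for CRSP, so they were taken as the CRSP values. The other quantiles were not compared with the figure. Overdispersion was not used for this, since the form set first did not match and the form on TPM was chosen after the values were seen. The counts are estimates with fractions and were not scaled between libraries. The counts and TPM obtained by mapping to the Nile rat genome, on which the paper's 43 genes rest, were not analysed here. Of the symbols, 14497 (76.4%) also stand in the reference annotation of the Nile rat, and no coordinates are given because the counts were not assigned on that genome. No count was found for 1186 genes. The totals per library lay between 153111 and 10029207 counts. A count of 0 allows, by counting error alone, up to 3 counts of the library's total, which is 0.299 to 19.6 CPM.

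Counts were rounded to whole numbers. The comparison of pre-dropout with normal rats used edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, TMM scaling, genes kept by filterByExpr with a minimum count of 10, no covariate, Benjamini-Hochberg adjustment). A gene was called at an adjusted p under 0.05 and more than 2-fold change, the limits that the paper states. The filter left 13800 genes, and the common biological coefficient of variation was 1.32. The same test compared male with female rats of normal density, and gave slopes on density within the normal range (per 5 per square millimeter) and on blood glucose (per 100 mg/dL), each with sex as a covariate. EBSeq, which the paper used, was not installed. A negative binomial mixture model of its kind was written for this work (10 rounds of fitting, a pseudocount of 0.01 in the fold) and was not tuned to any count of genes.

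Gene lists were fixed before the data were examined, together with the comparisons, the alternatives and the rule for naming genes. The 23 lists are markers of retinal endothelial cells, pericytes, vascular smooth muscle cells, rod photoreceptors, cone photoreceptors, bipolar cells, amacrine, horizontal and ganglion cells, Müller glia and astrocytes, microglia and macrophages, other leukocytes, retinal pigment epithelium, erythrocytes and lens crystallins, and genes of inflammation and leukocyte adhesion, the interferon response, hypoxia and VEGF response, sprouting angiogenesis and tip cells, basement membrane and extracellular matrix, oxidative stress response, polyol pathway and glucose metabolism, cell division, apoptosis and lipid transport. Each was tested with camera of limma 3.58.1 on log2 CPM with a preset correlation of 0.01, adjusted over the 23 lists, and again with an estimated correlation. A further list of sex-linked genes served to check the labels: 4 of its 5 genes stand in the tables, and between pre-dropout and normal rats edgeR called 0 of them and limma-voom called 3 higher. Lists also give the calls adjusted over the list alone.

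The rule for named genes takes the 6 genes that the paper's text names, the genes labelled in Fig. 6B (singly or as a tally), the genes with the largest changes among those called, the called members of each list or else the 2 with the smallest p, the markers Pecam1, Cdh5, Cldn5, Pdgfrb, Rgs5 and Sag, and the most abundant genes. A further item that the rule names is not reported here. The labels of Fig. 6B were read by eye. Of the 43 symbols, 4 (Bcl2a1, Bhmg1, Gsdme and Zbed2) are not in the tables, and Lrrc56 had no count in any library.

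Overdispersion was computed in 13 forms, of which variance over mean of the expected counts within a library was set first. The TPM of each library was sorted and its value taken at each quantile from 25% to 75% in steps of 5%. Correlations over rats are Pearson's r and Spearman's rho with 100000 permutations. Group differences of single values used exact permutation tests over all 20475 splits, or 495 within the males, two-sided. These ran in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3.

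Alternatives were DESeq2's size factors or upper-quartile scaling, no filter on low counts or at least 1 CPM in 14 libraries, DESeq2 1.42.0, limma-voom with sample weights, limma on log2 of TPM plus 1, a robust quasi-likelihood fit, the model of EBSeq's kind, sex, glucose or library quality as covariates, males only, controls of at least 10 per square millimeter, and each pre-dropout rat left out in turn. The comparison was repeated for 100 splits of the rats into 4 and 24, and that of the sexes for 100 splits into 8 and 16. The tests were also tested on simulated data with the dispersion of these libraries. In these data edgeR made 0 false calls, limma on log2 of the value plus 1 made 7, limma-voom 12, the model of EBSeq's kind 57 and DESeq2 76. The simulation held 13800 genes. On the real counts DESeq2 tested 17338 genes, the model of EBSeq's kind 17774 and limma on log2 TPM 15059. For these 3 methods the false calls in the simulation therefore do not carry over to the calls reported. Pairs of libraries were checked for duplicates: the lowest chi-square per degree of freedom of 378 pairs was 6.50, so that no pair was a copy. The sequencing dates and library batches are not given in the sources used here. The image analysis, the 124-rat cohort and the correlation of CRSP with genome mapping have no values in the tables and were left out.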

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

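The tests of mitochondrial transcripts, of RNA of neural retina and of the leading principal component were chosen after the result was seen.

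Of 49 groups of 4 or 8 rats examined, 5 held a rat far from the others. The limits used give about 1 in 20 by chance only for normally distributed values. A gene with counts in 1 rat of a group gives a gap of 1 whatever its level. The chance rate therefore does not apply to CPM with many zeros. Among the normal males random blood glucose had 1 rat at 422 mg/dL, with a gap of 0.533 of the group's range. Among the pre-dropout rats the gap was the whole range, 1, for Bcl2a1a (rat T407M) and also 1 for Cxcl10 (rat T391M), and for Nr2e3, a rod transcription factor, it was 0.914 (rat T391M). For Il20rb the low rat T407M stood apart by 0.887 of the range. The paper does not report on endothelial markers as a set, which were higher in the pre-dropout rats with a camera adjusted p of 0.0159 (19 of 20 markers higher; 0.802 with an estimated correlation, and 0.905 in the other direction with sex as a covariate), or on gene expression in male against female rats, between which edgeR called 3 genes. It reports higher genes alone, while the model of EBSeq's kind called 127 genes lower. That direction is not particular to the pre-dropout rats, since most splits of the rats also gave more lower than higher genes.

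The model of EBSeq's kind called 130 genes, 127 of them lower in the pre-dropout rats, and between 74 without rat T353M and 462 without rat T391M. Chance is not excluded: 62 of 100 splits of the rats called at least as many, and the highest other split called 4364. In 22 splits the count was more than 5 times the real one, and the reason was not tested. Most splits also gave more lower than higher genes, with 60 higher and 4304 lower in the highest. A split with few calls had 11 higher and 7 lower. Leaving out the pre-dropout rat with the highest value lost 26.9% of the calls, but that test had been written for higher genes and most calls were lower, 42 of them with 0 counts in all 4 rats, so whether 1 rat carries them stays open. In 2.31% of the called genes all 4 pre-dropout rats lay above the normal median, a limit also written for higher genes, and in 94 of the 127 lower genes all 4 lay below it, on the rats that gave the calls, so neither decides and the pre-dropout state stays open. RNA of neural retina may contribute, since the lower genes had a median Spearman's rho of 0.469 with the neural marker score among the normal rats (0.299 over all genes in that model), but this lies between the limits set and leaves it open as well.

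The overdispersion ratio of TPM fell to 0.190 of its median value when the 12 mitochondrial genes were left out, which follows from their share of the variance and says nothing of why these transcripts are abundant. Library depth stays open, with a Spearman's rho of -0.315 between the ratio and the total counts. The mitochondrial share of TPM had an exact permutation p of 0.538 between pre-dropout and normal rats (18.8% ± 7.53 SD, n = 4, against 16.7% ± 6.03 SD, n = 24), which with 4 rats does not exclude a difference. Without the mitochondrial genes the ratio was 3702 ± 1718 (SD, n = 4) against 2427 ± 969 (SD, n = 24). The unadjusted exact permutation p was 0.0381, and 0.0586 within the males. Rat T389M stood at 6165, and rats T353M, T391M and T407M at 2220, 2979 and 3444, so much of the difference rests on rat T389M. The measure was added after the data were seen, so the pre-dropout state stays open.

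The leading principal component of the libraries held 23.8% of the variance and followed the mean level of the neural marker genes (Spearman's rho = 0.894, 52 genes), which is consistent with neural RNA left on the isolated vessels in varying amounts, but it followed the number of genes detected more closely (rho = 0.946), and the tests do not separate the 2. Sag, the rod arrestin, stood at 88.7 ± 75.5 CPM (SD, n = 4) in the pre-dropout rats and 199 ± 252 (SD, n = 24) in the normal rats, after a washing step meant to remove neurons. Library depth could add to the component (rho = 0.389 with total counts) and stays open. The component did not separate pre-dropout from normal rats (exact permutation p = 0.808), and 4 rats leave a smaller difference open.

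For the comparison of pre-dropout with normal rats edgeR called 0 genes and the highest other of 100 splits called 6. With a count of 0 every split calls at least as many, so the splits say nothing about chance there. For male against female normal rats edgeR called 3 genes, and the highest other split called 14. In 2 of 100 splits, the real one included, at least as many were called. The 3 genes are the Y-linked Eif2s3y, Kdm5d and Ddx3y, which mark sex itself. The count therefore does not decide whether the sexes differ in other genes by more than chance.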

How the results depend on the processing

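The covariate of neural markers, the smallest library left out, the repeats of the model of EBSeq's kind, the estimated correlation combined with sex, and the TPM forms of overdispersion were chosen after the data were seen. The count of 0 genes from edgeR held with DESeq2's size factors, upper-quartile scaling, the filter of 1 CPM in 14 libraries, the robust fit, limma on log2 TPM, sex or sex and glucose as covariates, males only, controls of at least 10 per square millimeter, without T410F and without each pre-dropout rat. Of 670 repeats for single genes, 16 changed sign and 6 passed the threshold newly. Among the repeats for single lists, 5 turned the endothelial call, 14 called a list newly, and 57 more changed the direction of a list that was not called. Limma on TPM moved the median log2 fold change of all genes by 0.21, and the scalings by at most 0.05. The cause was not tested for any change below. The dispersion limits what can be seen: with 10-fold less of it edgeR recovered 28.4% of simulated 2-fold changes instead of 0%.

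For pre-dropout against normal, no filter gave 72 genes, DESeq2 4, limma-voom 4, the model of EBSeq's kind 130, library size and detected genes as covariates 47, and the neural marker score 1 (Pcdh20). The model of EBSeq's kind gave 74 (without T353M) to 462 (without T391M) when each pre-dropout rat was left out, and 365 in males. Of the 23 lists, 1 was called; 2 were called with DESeq2's size factors, 5 with the filter of 1 CPM, 2 with controls of at least 10, 2 in males, 2 with sex as a covariate, 2 without T410F, and 0 with an estimated correlation, also in males or with sex. The endothelial set turned in males (camera adjusted p = 0.897, and 0.965 with an estimated correlation), with sex (0.905 and 0.992) and with sex and glucose (0.757). Male against female gave 72 genes by DESeq2 and 1 with the filter of 1 CPM. The density slope gave 45 without a filter and 18 by DESeq2, and the glucose slope 38, 53 and 2 (normal rats only). The correlation of density with glucose lost its call in males (r = 0.39), in females (r = 0.27), in the normal rats (r = 0.31) and without the 2 rats farthest in glucose (r = 0.34).

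Overdispersion had a median of 110 per gene, on counts not scaled to library size. It was 386 as negative binomial excess, 1465 without the 10 most abundant genes and 13272 on TPM. On TPM without mitochondrial genes it was 2525, and 2960 after rescaling. The SD at the 50% quantile was 3.71 without zeros, 0.977 relative to the mean and 11.3 as mean gene SD. The log2 fold change of Pctp was 0.679 with controls of at least 10, 0.21 with library size and detected genes, 0.72 on TPM, 1.496 by limma-voom, 0.039 with the neural score, 0.028 without a filter, 1.36 with sex and glucose, 0.10 with upper-quartile scaling, and -0.37 to 0.38 when each pre-dropout rat was left out. That of Cdh5 was -0.026 in males and -0.019 to 0.29, that of Cldn5 -0.17 with sex and glucose and -0.24 to 0.40, and that of Rgs5 -0.60 to 0.12 when each was left out.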

Differences from the paper's values

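The paper reports 43 genes differentially expressed between normal and pre-dropout vessels, all higher, from genome mapping and EBSeq. The value from the CRSP counts with edgeR at the same limits of FDR and fold is 0 genes, of which 0 are higher. Of the alternatives set before the data were examined, only library size and detected genes as covariates gave a count within 1.5 times the paper's (47 genes, all higher). Of these 47 genes, 12 had counts in only 1 pre-dropout rat, and 16 had over 90% of their pre-dropout CPM in 1 rat. Among the 47, 1 gene, Wnt11, is among the 43 symbols labelled in Fig. 6B. The other alternatives gave 0 (DESeq2's size factors, upper-quartile scaling, the filter of 1 CPM in 14 libraries, limma on log2 TPM, the robust fit, sex or sex and glucose as covariates, males only, controls of at least 10 per square millimeter, and each pre-dropout rat left out), 4 (DESeq2), 4 (limma-voom), 72 (no filter) or 130 (model of EBSeq's kind).

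Some settings called genes that are labelled in Fig. 6B. Without a filter edgeR called 4 of them (Ccna1, Spc25, Trim42 and Tmem88b), and the model of EBSeq's kind called 3 (Tal1, Carnmt1 and Ppm1m). Of the 39 labelled symbols in the CRSP tables, 36 had a higher mean in the pre-dropout rats, the direction that the paper gives. The paper reports higher genes alone, while the model of EBSeq's kind called 127 of its 130 genes lower. This direction is not particular to the pre-dropout rats. In most other splits of the rats the same model also called more genes lower than higher. The split with the most calls gave 60 higher and 4304 lower. Within the males, a setting chosen after seeing the values, that model called 284 of 365 genes higher.

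The paper names Pctp among the genes higher in pre-dropout vessels. Its log2 fold change in the CRSP counts was -0.00057, while those of Abcb11 (1.05), Birc5 (1.61), Il20rb (0.75) and Tal1 (1.53) were above 0, none past the test. For Pctp 3 of the 4 pre-dropout rats lay above the normal median, and several alternatives gave a log2 fold change above 0.

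The median overdispersion ratio of CRSP is about 13000 in Fig. 5B, read by eye, and the value set before the data were examined, on expected counts, is 113599. None of the alternatives set then comes within 1.5 times (110 per gene, 65580 on scaled counts, 386 as negative binomial excess, 1465 without the 10 most abundant genes). On TPM the value was 13272, a form chosen after seeing the values among 13 tried.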

Other observations

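The comparison of lists between the sexes was chosen after the lists had been seen to depend on sex. Among the rats of normal density, 8 males and 16 females, edgeR called the Y-linked genes Eif2s3y (log2 difference of 8.96 between males and females, standard error 0.62, adjusted p = 2.0e-12), Kdm5d (8.83, standard error 0.89, adjusted p = 5.7e-08) and Ddx3y (5.08, standard error 0.76, adjusted p = 3.8e-04), with 533 of 12162 genes at an unadjusted p under 0.05. Markers of the vessel wall were mostly higher in the males, while the neural lists went both ways. Higher in the males were 9 of 14 rod markers (median log2 difference 0.16, camera adjusted p = 0.163 with the test leaning to lower), 6 of 9 cone markers (median 0.40, camera adjusted p = 0.0808 with the test leaning to lower), 1 of 11 bipolar cell markers (median -0.74, camera adjusted p = 0.257) and 3 of 14 markers of amacrine, horizontal and ganglion cells (median -0.58, camera adjusted p = 0.263). All 20 endothelial markers were higher in the males (camera adjusted p = 2.6e-06), all 12 pericyte markers (camera adjusted p = 8.3e-04) and 6 of 7 smooth muscle markers (camera adjusted p = 0.0243), calls that were lost with an estimated correlation (adjusted p = 0.394 for each). The same held for 22 of 23 genes of the interferon response and 17 of 20 of the basement membrane (camera adjusted p = 1.4e-04 for each), and for 10 of 18 genes of sprouting angiogenesis (camera adjusted p = 0.0223), and these calls were lost in the same way (adjusted p = 0.394 for each). The normal males had 8368 ± 1687 genes after thinning (SD, n = 8), against 9296 ± 1757 in all normal rats, these males included (SD, n = 24). Their mean level of neural markers was 2.39 ± 1.61 log2 CPM (SD, n = 8), against 3.12 ± 1.61 in all normal rats (SD, n = 24). Each gap was smaller than the SD, and the males were not compared with the females for these measures. Whether library quality or neural RNA adds to the differences between the sexes was not tested. All 4 pre-dropout rats were male, so the sexes were not balanced between the density groups.

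Further gene groups did not pass the test between pre-dropout and normal rats. All 3 tested erythrocyte genes were higher (camera adjusted p = 0.0510, and 0.802 with an estimated correlation), with a log2 fold change of 1.36 for Alas2, the first enzyme of heme synthesis in red cells, and 0.75 for Hbb-bs, a hemoglobin chain. Both rested on rat T407M, without which they were 0.31 and 0.093. With sex as a covariate they were 0.74 and 0.30. Of 18 genes of the oxidative stress response 14 were higher (camera adjusted p = 0.231). Of 7 genes of the retinal pigment epithelium 6 were higher (camera adjusted p = 0.507), but the leading ones rested on rat T407M, which held 97.9% of the pre-dropout CPM of Ttr, a thyroid hormone carrier, and 90.4% of that of Rgr, an opsin of this epithelium. Without this rat their log2 fold changes went from 3.44 and 1.91 to -1.63 and -0.97, and the test leaned to lower (camera adjusted p = 0.292). Of 8 markers of microglia and macrophages 4 were higher (camera adjusted p = 0.955), of 6 of other leukocytes 2 (camera adjusted p = 0.695) and of 3 of the lens 1 (camera adjusted p = 0.997, with the test leaning to higher and the median to lower). Over the alternatives the camera adjusted p for erythrocytes ran from 0.0116 without rat T389M to 0.992, and it was 0.0495 without the normal rat T410F. For the 6 lists edgeR called 0 genes over all genes and 0 when adjusted over the list alone.

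Acellular capillary density was correlated with random blood glucose over the 28 rats (Pearson's r = 0.45, permutation p = 0.0150; Spearman's rho = 0.36, permutation p = 0.0607). Without the 2 rats farthest from the median glucose r was 0.34 (permutation p = 0.0785) and no longer passed the test. Within the 12 males r was 0.39 (permutation p = 0.209), and 0.38 without the 2 farthest males. Within the 16 females r was 0.27 (permutation p = 0.316), and 0.51 (permutation p = 0.0591) without the 2 farthest females. Within the 24 normal rats r was 0.31 (permutation p = 0.151), and 0.13 (permutation p = 0.599) without the 2 farthest. For a slope of expression on blood glucose edgeR called 0 of 13800 genes, with 525 at an unadjusted p under 0.05, while DESeq2 called 53.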
